# Removing the needle from the haystack: Enrichment of *Wolbachia* endosymbiont transcripts from host nematode RNA by Cappable-seq™

**DOI:** 10.1371/journal.pone.0173186

**Published:** 2017-03-14

**Authors:** Ashley N. Luck, Barton E. Slatko, Jeremy M. Foster

## Abstract

Efficient transcriptomic sequencing of microbial mRNA derived from host-microbe associations is often compromised by the much lower relative abundance of microbial RNA in the mixed total RNA sample. One solution to this problem is to perform extensive sequencing until an acceptable level of transcriptome coverage is obtained. More cost-effective methods include use of prokaryotic and/or eukaryotic rRNA depletion strategies, sometimes in conjunction with depletion of polyadenylated eukaryotic mRNA. Here, we report use of Cappable-seq™ to specifically enrich, in a single step, *Wolbachia* endobacterial mRNA transcripts from total RNA prepared from the parasitic filarial nematode, *Brugia malayi*. The obligate *Wolbachia* endosymbiont is a proven drug target for many human filarial infections, yet the precise nature of its symbiosis with the nematode host is poorly understood. Insightful analysis of the expression levels of *Wolbachia* genes predicted to underpin the mutualistic association and of known drug target genes at different life cycle stages or in response to drug treatments is typically challenged by low transcriptomic coverage. Cappable-seq resulted in up to ~ 5-fold increase in the number of reads mapping to *Wolbachia*. On average, coverage of *Wolbachia* transcripts from *B*. *malayi* microfilariae was enriched ~40-fold by Cappable-seq. Additionally, this method has an additional benefit of selectively removing abundant prokaryotic ribosomal RNAs.The deeper microbial transcriptome sequencing afforded by Cappable-seq facilitates more detailed characterization of gene expression levels of pathogens and symbionts present in animal tissues.

## Introduction

Many filarial nematode species (including *Wuchereria bancrofti*, *Brugia malayi*, *B*. *timori* and *Onchocerca volvulus*) responsible for debilitating human diseases contain *Wolbachia*, an obligate intracellular endosymbiotic bacterium. In filarial nematodes, *Wolbachia* are found in the lateral cords of all adult worms as well as within the oocytes and developing embryos in the female reproductive tract [1–4]. Treatment with tetracycline antibiotics depletes *Wolbachia* leading to decreased fertility and eventually death of adult worms [5–7].

The precise nature of the essentiality of the *Wolbachia*-nematode symbiosis remains unclear, but, based on genomic sequences of filarial nematodes (and their respective *Wolbachia* counterparts), the obligate association is thought to derive from metabolite provisioning between the nematode and bacterium [8]. Recently, other ‘omics’ approaches (transcriptomics/proteomics) have been utilized to provide more detailed functional characterization of the mutualism between *Wolbachia* and its nematode hosts. However, studying the endosymbiont transcriptome has proven challenging as *Wolbachia* transcripts are relatively few among many nematode transcripts; similar to looking for a needle in a haystack. Next Generation sequencing has provided an unprecedented depth of sequence information that has allowed transcriptomic studies of *Wolbachia* through the sequencing of mixed total RNA (nematode + *Wolbachia*) [9–11]. While these methods offer insight on potential *Wolbachia*-host interactions, the *Wolbachia* coverage remains low. This problem is not restricted to *Wolbachia* endosymbionts of arthropods and nematodes, but to any microbial symbiont or pathogen resident in a eukaryotic host. For mixed total RNA pools, where the relative proportion of bacterial transcript is low, strategies that allow depletion of eukaryotic rRNA with or without additional steps to deplete prokaryotic rRNA and/or eukaryotic mRNA have been developed [12,13]. These approaches involve multiple manipulations to deplete different classes of eukaryotic and prokaryotic RNA that would predominate in downstream transcriptomic sequencing. Here, we employed a recently described method called Cappable-seq [14], which instead of depleting unwanted RNA classes, specifically enriches the desired *Wolbachia* mRNA transcripts from *B*. *malayi* total RNA preparations in a single step. Cappable-seq enzymatically caps 5′ triphosphorylated RNA with biotinylated GTP using the vaccinia capping enzyme [14]. Most eukaryotic mRNA contains a modified 7-methylguanylate (m^7^G) cap at the 5′-end and thus cannot be reacted with the vaccinia capping enzyme. Our use of Cappable-seq takes advantage of the fact that prokaryotic mRNA transcripts, such as those from *Wolbachia*, do not contain an m^7^G cap, but rather a 5′ triphosphate. This enables *Wolbachia* transcripts in a mixed pool of nematode/*Wolbachia* transcripts, to be selectively capped with a biotinylated GTP analog (3´ desthiobiotin-GTP), enriched on streptavidin beads and sequenced to a deeper depth than would be achievable by sequencing total nematode RNA.

## Methods

### Materials

The 3’ desthiobiotin-GTP was synthesized as previously described [14]. Adult male *B*. *malayi* and microfilariae (MF) were obtained from the peritoneal cavity of one infected jird (TRS Labs, Athens, GA, USA).

### RNA extraction

*B*. *malayi* adult males and MF were homogenized separately with ceramic beads in CK14 tubes using a Minilys homogenizer (Precellys) and total RNA was extracted by organic extraction using Trizol (Thermo-Fisher Scientific, Inc.). Samples were treated with DNase I (Thermo-Fisher Scientific, Inc.) before further Trizol extraction and final purification. RNA integrity, purity and concentration were assessed using a Bioanalyzer 2100 (Agilent Technologies).

### Vaccinia capping reaction

Total RNA from *B*. *malayi* MF (25 μg) or adult males (1.5 μg) was capped with 3´ desthiobiotin-GTP using the Vaccinia Capping System (New England Biolabs). Total RNA was incubated with 0.5 mM 3´ desthiobiotin-GTP, 0.1 mM S-adenosylmethionine (SAM) and 70 units of the Vaccinia Capping Enzyme in 1X Capping Buffer for 30 min at 37°C. RNA was then purified using the MEGAClear™ Transcription Cleanup Kit (ThermoFisher Scientific). Two additional washes (4 total washes) with the Wash Solution were performed on column to ensure complete removal of any excess 3´ desthiobiotin-GTP. To maximize recovery, RNA was eluted in 50 μL H_2_O.

### Capture of 3´ desthiobiotin capped RNA

50 μL of eluted RNA was mixed with 50 μL of 10 mM Tris-HCl, pH 7.5, 500 mM NaCl, 1 mM EDTA (wash Buffer A). This mix was added to 100 μL of hydrophilic streptavidin magnetic beads (New England Biolabs) previously washed twice with wash Buffer B (10 mM Tris-HCl, pH 7.5, 50 mM NaCl) and twice with wash Buffer A (100 μL/wash). The RNA-bead mixture was incubated for 20 min at room temperature with occasional resuspension. Using a magnetic rack, the RNA-bead mixture was washed two times with wash Buffer A, followed by two washes with wash Buffer B (100 μL/wash). All washes (containing unlabeled RNA) were collected, cleaned up using the RNeasy Kit (Qiagen) and stored at −80°C until further use (‘Uncapped RNA’ sample). Beads (containing 3´ desthiobiotin capped RNA) were resuspended in wash Buffer B containing 1 mM biotin and incubated for 20 min at room temperature with occasional mixing. After placing the tube in the magnetic rack again, the supernatant (100 μL), containing the 3´ desthiobiotin capped transcripts was collected and cleaned up using the RNA Clean and Concentrator Kit™ (Zymo), and the RNA eluted in 10 μL H_2_O and stored at −80°C until further use (‘Capped RNA’ sample).

### Library preparation and sequencing

Prior to library construction, the RNA integrity, purity and concentration of all samples were assessed on an RNA pico or nano chip using a Bioanalyzer (Agilent). Libraries were prepared from capped RNA, uncapped RNA (from bead wash steps above) and total RNA (12.9 ng/1.5 ng, 100 ng/100 ng and 100 ng/70 ng from *B*. *malayi* MF/adult males, respectively), using the NEBNext^®^ Ultra™ Directional RNA Library Prep Kit for Illumina^®^ (New England Biolabs) according to the manufacturer instructions. Library quality was assessed using a DNA high sensitivity chip on a Bioanalyzer 2100 prior to sequencing. The three libraries (total, capped and uncapped) for each sample (MF and adult male) were pooled and were sequenced on an Illumina NextSeq (75 bp single-end reads).

### Bioinformatic analysis

All data was analyzed using a local instance of Galaxy [15–17]. Sequence reads from each sample were first trimmed and assessed for quality using Sickle (Galaxy v 1.0.0, default settings) [18] and FastQC (Galaxy v 1.0.0) [19]. RNA-Seq reads from each sample were mapped to the genome of the *Wolbachia* endosymbiont of *B*. *malayi*, *w*Bm (version 2.2) or to the *B*. *malayi* genome (Wormbase version WS236) using the default settings of Bowtie2 (Galaxy v 0.2) [20]. Reads aligned using Bowtie2 were assembled into transcripts using the default settings of Cufflinks (Galaxy v 0.0.7) [21].

## Results and discussion

A total of over 137 million reads were sequenced from *B*. *malayi* adult male and microfilarial (MF) transcriptomic libraries. Over 6 million of these reads mapped to the *Wolbachia* endosymbiont (Table 1). While the percentage of reads mapping to *B*. *malayi* in the six RNA samples was relatively unchanged (Table 2) likely due to non-specific binding to the streptavidin beads, the percentage of reads mapping to *Wolbachia* was enriched in the samples treated with Cappable-seq (Table 1). Prior sequencing of total RNA from different lifecycle stages of a similar filarial nematode, *Dirofilaria immitis*, yielded ~0.7% average reads mappable to *Wolbachia* (0.02–2.11% depending on life-cycle stage) [10]. Similarly, in the present study between 1.3% (adult male) and 1.6% (MF) of reads from *B*. *malayi* total RNA mapped to the *w*Bm genome (Table 1). Comparatively, 4.9% (adult male) and 7.6% (MF) of the RNA captured by the Cappable-seq technique mapped to the *w*Bm genome. This represents a 3.8-fold (adult male) or 4.8-fold (MF) enrichment in *Wolbachia* transcripts using Cappable-seq (Table 1). Additionally, the increased percentage of reads mapping to *Wolbachia* does not appear to be due to the higher number of sequenced reads in the capped library because downsampling of both the capped and total RNA libraries to 10 million reads had no effect on the percentage of reads mapping to *Wolbachia* (S1 Table).

**Table 1:** Total number of reads sequenced and mapped to *Wolbachia* from *B*. *malayi* (*w*Bm).

RNA	Reads (Total)	Reads Mapped to *w*Bm	*w*Bm % Total Reads	Fold Increase in % Reads Mapping to *w*Bm (vs. total RNA)
Microfilarial Total	18,381,038	291,425	1.6%	-
Microfilarial Capped	46,196,181	3,489,630	7.6%	4.8
Microfilarial Uncapped	7,742,516	132,789	1.7%	1.1
Adult Male Total	16,938,674	216,409	1.3%	-
Adult Male Capped	39,313,992	1,938,538	4.9%	3.8
Adult Male Uncapped	9,357,191	99,262	1.1%	0.8

**Table 2:** Total number of reads sequenced and mapped to *B*. *malayi*.

RNA	Reads (Total)	Reads Mapped to *B*. *malayi*	*B*. *malayi* % Total Reads	Fold Increase in % Reads Mapping to *B*. *malayi* (vs. total RNA)
Microfilarial Total	18,381,038	13,643,089	74.2%	-
Microfilarial Capped	46,196,181	36,191,120	78.3%	1.1
Microfilarial Uncapped	7,742,516	5,724,095	73.9%	1.0
Adult Male Total	16,938,674	12,918,089	76.3%	-
Adult Male Capped	39,313,992	29,354,897	74.7%	1.0
Adult Male Uncapped	9,357,191	6,940,809	74.2%	1.0

As expected, the uncapped transcripts are not enriched for *Wolbachia* transcripts as compared to the total RNA control (1.7% vs 1.6% and 1.1% vs 1.3%, for MF and adult male samples, respectively, Table 1).

Reads mapping to *w*Bm were assembled into transcripts and quantified into FPKM values (Fragments Per Kilobase of transcript per Million mapped reads) to assess whether transcriptomic coverage was enriched with Cappable-seq. 

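Cappable-seq adds a desthiobiotin-tagged cap to the 5´ triphosphate end of primary prokaryotic transcripts, which are then captured on streptavidin beads. The authors deposited a table of wBm transcripts for each of 4 libraries, total RNA and capped RNA from B. malayi microfilariae (MF, the larval stage) and total RNA and capped RNA from adult males. There was 1 library per condition and no replicate, so no difference between libraries can be set against replicate error. Capping started from 25 μg of RNA for MF and 1.5 μg for adult males. The libraries were made from 100 ng of MF total RNA, 12.9 ng of MF capped RNA, 70 ng of adult male total RNA and 1.5 ng of adult male capped RNA, and the reads were 75 bp single-end reads. The paper's numbers of reads mapped to wBm are 291425 for MF total RNA, 3489630 for MF capped RNA, 216409 for adult male total RNA and 1938538 for adult male capped RNA. The tables list the same 940 transcripts, which the annotation divides into 3 rRNAs, 34 tRNAs, 98 pseudogenes and 805 others. For each transcript they give the FPKM from Cufflinks with the bounds of its 95% interval, the mean read depth and the position on the wBm genome, without the strand and without read counts. The number of fragments behind each value was computed from the distance between the FPKM and its upper bound, which equals 2 times the FPKM divided by the square root of that number. The computed number was close to whole for most values of at most 10 fragments on transcripts that overlap no other. In MF these were 445 of 452 in total RNA and 25 of 31 in capped RNA. In adult males they were 408 of 410 in total RNA and 30 of 31 in capped RNA. With overlapping transcripts included, the computed number was close to whole for 453 of 573, 25 of 36, 412 of 508 and 30 of 33 in the same order. The median number of fragments behind a detected transcript was 3.00 in MF total RNA, 454 in MF capped RNA, 1.99 in adult male total RNA and 179.9 in adult male capped RNA. Intervals of a capped/total ratio are exact (Clopper-Pearson) 95% intervals from the fragments behind its 2 values. They compare the libraries, not the conditions, and cover counting error only.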

Current annotation suggests the *w*Bm genome contains 940 predicted transcripts, including ribosomal RNAs (rRNA) and tRNAs. Total RNA sequencing covered between ~58–69% of the *w*Bm transcriptome with 544/940 (adult male) and 649/940 (MF) transcripts having FPKM>0 (Fig 1A and 1B, Table 3, S2 and S3 Tables). 

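In total RNA, 649 of the 940 transcripts from MF had an FPKM above 0 (69.0%, 95% Wilson interval 66.0 to 71.9). From adult males, 544 had one (57.9%, 54.7 to 61.0). At most 1 fragment lay behind 182 of the transcripts detected in MF and 205 of those detected in adult males. At most 3 fragments lay behind 377 and 388. The alternative that moved these numbers most was to require a lower bound of the FPKM above 0, which left 223 transcripts in MF and 116 in adult males.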

Captured RNA, following Cappable-seq, covered ~91–97% of the transcriptome with 852/940 (adult male) or 909/940 (MF) of transcripts detected (Fig 1A and 1B, Table 3, S2 and S3 Tables). 

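Capped RNA gave an FPKM above 0 for 909 transcripts from MF (96.7%, 95.4 to 97.7) and for 852 from adult males (90.6%, 88.6 to 92.3). The lower bound was above 0 for 896 and 839 of the 940. Of the 31 transcripts listed at 0 in MF capped RNA, 27 overlap a neighbouring transcript on the genome, compared with 155 of the 909 detected. In adult male capped RNA, 38 of the 88 listed at 0 overlap a neighbour, compared with 144 of the 852 detected. With the capped library thinned to the paper's number of wBm reads in total RNA, an alternative chosen after seeing the data, 875 transcripts would be detected in MF and 819 in adult males.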

While this may seem surprising that nearly all *Wolbachia* transcripts would be expressed, this is not unexpected with an intracellular bacterium such as *Wolbachia* that has a highly reduced, ‘minimal’ genome of only ~800 coding genes, versus thousands of coding genes in most bacteria. Moreover, high coverage across the *Wolbachia* transcriptome has been previously reported without any prokaryotic transcript enrichment for *Wolbachia* from *Onchocerca ochengi* [9] and for *Wobachia* from *Dirofilaria immitis* [10,11]. Importantly, however, in this study, high *Wolbachia* transcriptome coverage was achieved with less overall sequencing. Additionally, although not directly tested in this study, the increased coverage of the *Wolbachia* transciptome using Cappable-seq would more likely allow more comprehensive differential gene expression analysis as compared to sequencing total RNA.

**Fig 1:**
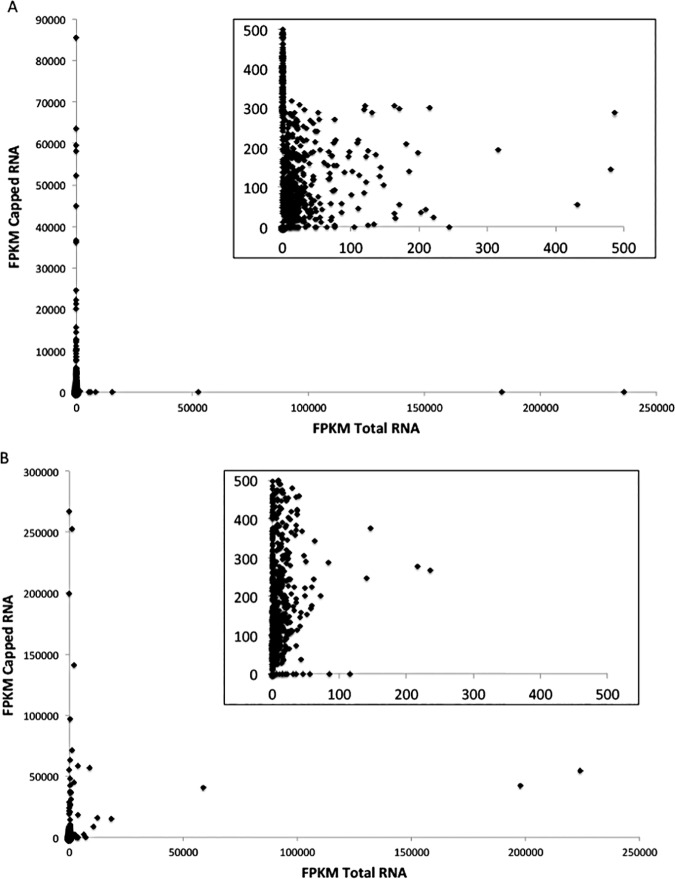
**A.** Transcript coverage (FPKM) of *Wolbachia* genes reveals over 88% of *Wolbachia* transcripts from *B*. *malayi* adult male RNA were enriched using the Cappable-seq technique. A closer view of transcript abundance (inset) reveals most *Wolbachia* transcripts in total RNA are present in very low abundance, whereas the *Wolbachia* transcripts are more abundant in the capped RNA sample. Points along the y-axis are indicative of *Wolbachia* transcripts that were undetectable in total RNA that were detected in the capped RNA sample. **B.** Transcript coverage (FPKM) of *Wolbachia* genes reveals over 95% of *Wolbachia* transcripts from *B*. *malayi* MF RNA were enriched using the Cappable-seq technique. A closer view of transcript abundance (inset) reveals most *Wolbachia* transcripts in total RNA are present in very low abundance, whereas the *Wolbachia* transcripts are more abundant in the capped RNA sample. Points along the y-axis are indicative of *Wolbachia* transcripts that were undetectable in total RNA that were detected in the capped RNA sample.

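In adult males, 839 of the 940 transcripts had a higher FPKM in capped RNA than in total RNA (89.3%, 95% Wilson interval 87.1 to 91.1). A lower FPKM in capped RNA was found for 30 transcripts, and 71 were listed at 0 in both libraries. The share moved most, to 66.0%, when the libraries were rescaled to the same summed FPKM without rRNA and tRNA, which divides every adult male ratio by the fold in that sum. The sum in total RNA includes 52626 FPKM of the hypothetical protein Wbm0693. It was listed at 0 in adult male capped RNA, where Cufflinks marked it as having too much data to estimate. The fold is therefore lower, and the rescaled adult male ratios higher, than with Wbm0693 left out.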

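In MF, 900 transcripts had a higher FPKM in capped RNA (95.7%, interval 94.3 to 96.9), 25 had a lower one and 15 were listed at 0 in both libraries. Rescaled to the same summed FPKM without rRNA and tRNA, 45.9% of the transcripts were higher in capped RNA. That rescaling fixes the FPKM-weighted mean ratio of these transcripts at 1, so the share sets each transcript against the others.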

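The median FPKM over the 940 transcripts was 8.95 in MF total RNA and 310.1 in MF capped RNA. In adult males it was 5.37 in total RNA and 129 in capped RNA.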

**Table 3:** *Wolbachia* Transcript Coverage Increases by using Cappable-seq.

RNA	# Transcripts Covered (FPKM>0)	% Transcripts Covered (n = 940)	Average FPKM/Transcript	Fold Increase in Average FPKM/Transcript
Microfilarial Total	649	69.0%	632	-
Microfilarial Capped	909	96.7%	2934	4.6
Adult Male Total	544	57.9%	562	-
Adult Male Capped	852	90.6%	1161	2.1

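The 940 transcripts were divided by the libraries that detected them. In MF, 633 had an FPKM above 0 in both libraries, 276 in capped RNA alone (29.4%, 95% Wilson interval 26.5 to 32.4), 16 in total RNA alone and 15 in neither. In adult males, 527 were found in both libraries, 325 in capped RNA alone (34.6%, 31.6 to 37.7), 17 in total RNA alone and 71 in neither. The transcripts found in capped RNA alone had a median capped FPKM of 243 in MF, against 403 for those found in both libraries. In adult males these medians were 126 and 187. A median of 119.5 fragments lay behind the capped values of the transcripts found in capped RNA alone in MF and 86.6 in adult males, and at most 3 fragments lay behind 9 and 8 of them. Counted by a lower bound of the FPKM above 0, the number found in capped RNA alone moved to 675 in MF and 727 in adult males.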

Importantly, an additional 276 *Wolbachia* transcripts (29.4% of the total transcriptome) in the *B*. *malayi* MF sample and 334 *Wolbachia* transcripts (35.5% of the total transcriptome) in the *B*. *malayi* adult sample were detected as expressed using Cappable-seq that were not detected by sequencing total RNA (Fig 1A and 1B, Table S2). 

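Over all 940 transcripts, the mean FPKM in MF was 632 in total RNA and 2934.5 in capped RNA, a 4.64-fold increase. In adult males it was 562 and 1270.2, a 2.26-fold increase. The 3 rRNAs made up 80.9% of the summed FPKM in MF total RNA and 4.96% in MF capped RNA. In adult males they made up 82.3% and 9.35%. Without them, the mean rose from 121 to 2798 in MF (23.0-fold) and from 99.8 to 1155 in adult males (11.6-fold). The adult male folds without rRNA are lowered by Wbm0693, with 52626 FPKM in total RNA. It was listed at 0 in capped RNA, marked as having too much data to estimate. The alternatives moved this result widely. Without rRNA and tRNA the increase was 46.9-fold in MF and 12.1-fold in adult males, and over transcripts of at least 300 nt it was 2.07-fold and 1.07-fold. The latter set keeps 16S and 23S rRNA. Over its transcripts detected in both libraries, the mean capped/total ratio was 40.5 in MF and 24.1 in adult males.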

Not only were more transcripts detected, but also average transcript coverage (average FPKM value/transcript) was increased 2-fold (adult male) or 4-fold (MF) with Cappable-seq (Figs 2 and 3, Table 3).

**Fig 2:**
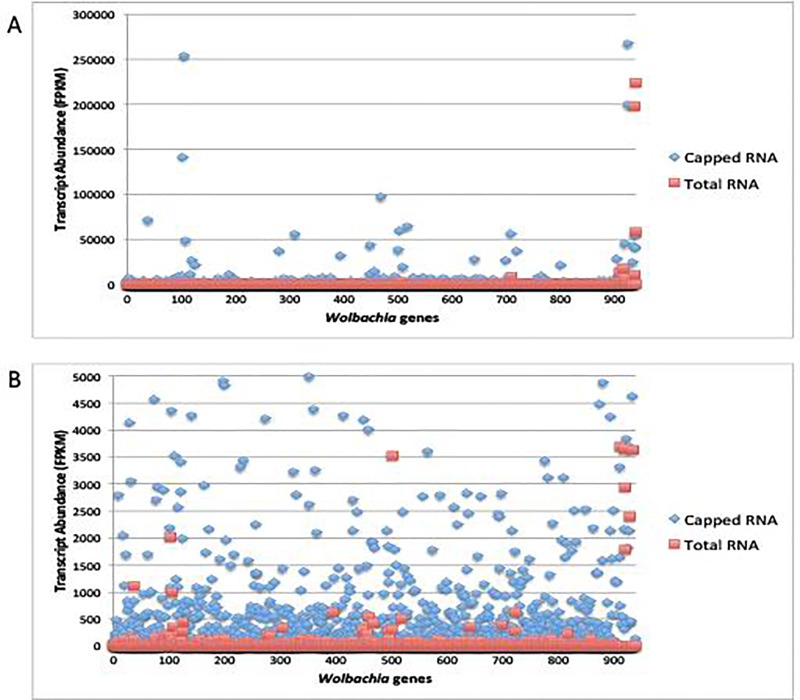
(A) Transcript abundance of all 940 annotated *Wolbachia* genes (listed by geneID number) reveals over 95% of *Wolbachia* transcripts from *B*. *malayi* MF RNA were enriched using the Cappable-seq technique. Each transcript is indicated by in red (the FPKM value in the total RNA) and blue (the FPKM value in capped-RNA sample)(B) A closer view (note difference in y-axis scales between panel A and B) of transcript abundance reveals an enrichment in *Wolbachia* transcripts in the capped RNA sample.

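Of the transcripts detected in both MF libraries, 624 (98.6%) were higher in capped RNA. The highest capped FPKM in MF belonged to tRNA-Tyr (Wbm7025, positions 855135 to 855216) at 266666, to rpmI (ribosomal protein L35, 858598 to 858795) at 252689 and to tRNA-Gly (Wbm7024, 855059 to 855130) at 199424. Both tRNAs were listed at 0 in MF total RNA, while rpmI had an FPKM of 993 there, from 9.00 fragments. The highest total RNA values belonged to the 3 rRNAs.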

**Fig 3:**
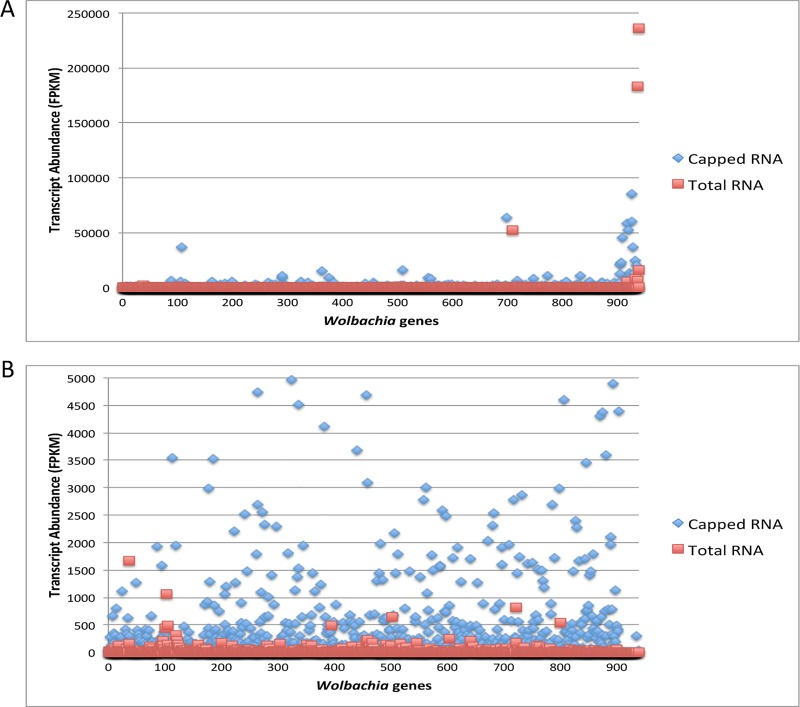
(A) Transcript abundance of all 940 annotated *Wolbachia* genes (listed by geneID number) reveals over 95% of *Wolbachia* transcripts from *B*. *malayi* adult male RNA were enriched using the Cappable-seq technique. Each transcript is indicated by in red (the FPKM value in the total RNA) and blue (the FPKM value in capped-RNA sample)(B) A closer view (note difference in y-axis scales between panel A and B) of transcript abundance reveals an enrichment in *Wolbachia* transcripts in the capped RNA sample.

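Of the transcripts detected in both adult male libraries, 514 (97.5%) were higher in capped RNA, and of those detected in at least 1 of the libraries, 96.5%. The highest capped FPKM in adult males belonged to groES (co-chaperonin, positions 439037 to 439327) at 103582, to rpmI at 85476 and to subunit c of the F0F1-type ATP synthase (Wbm0459, 598284 to 598511) at 63668. Their total RNA values were 1674 for groES, 487 for rpmI and 163 for subunit c.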

Comparison of the FPKM values between the capped and total RNA samples (FPKM Capped/FPKM Total) reveals an average enrichment of ~10 to 40-fold in adult male worms (n = 518 transcripts with FPKM values in both capped and total samples) and MF (n = 633 transcripts with FPKM values in both capped and total samples), respectively (S2 and S3 Tables). This enrichment value is likely underrepresented in the adult male sample due to the fact that fewer transcripts were detected in the adult male total RNA than the MF total RNA (because this enrichment value can only be derived if the transcript was detected in both the capped and total RNA samples). Additionally, it is unlikely this increase is due to the higher number of sequenced reads in the capped library because the FPKM value is normalized based on the number of reads sequenced (Fragments Per Kilobase of transcript per Million mapped reads).

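The mean of the capped/total ratio was 40.4 over the 633 MF transcripts and 25.9 over the 527 adult male transcripts with an FPKM above 0 in both libraries. The medians were 24.6 (quartiles 11.6 and 45.5) in MF and 15.1 (6.02 and 30.8) in adult males. The ratio was above 100 for 52 transcripts in MF and 17 in adult males. It was below 1 for 9 and 13. The largest ratios in MF belonged to the transcription termination factor NusB (Wbm0190, positions 244818 to 245300) at 729 (interval 334 to 1988), to the scaffold protein Wbm0756 (995525 to 995917) at 661 (119 to 26133) and to the hypothetical protein Wbm0451 (588414 to 588797) at 379 (129.6 to 1838). In adult males the largest belonged to Wbm0459 at 390 (108 to 3221), to the hypothetical protein Wbm0378 (482448 to 482711) at 388 (69.5 to 15317) and to NusB at 361 (64.6 to 14255). NusB overlaps a neighbour by 1 nt. The alternative that moved the mean most was to include all transcripts with a pseudocount of 0.1, which gave 7797 in MF and 3221 in adult males.

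**Figure D1:**
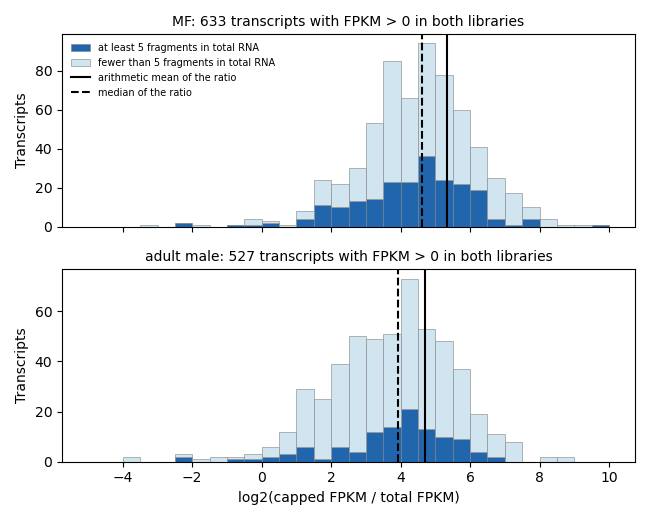
Distribution of log2(capped FPKM / total FPKM) over the transcripts detected in both libraries of MF (upper panel) and adult males (lower panel), with the number of transcripts on the vertical axis. Dark bars count transcripts with at least 5 fragments in total RNA and light bars those with fewer, the solid line marks the arithmetic mean of the ratio (40.4 and 25.9) and the dashed line its median (24.6 and 15.1).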

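Few fragments lay behind many of the total RNA values that enter these ratios, at most 3 for 364 of the transcripts in MF and 377 in adult males. Among transcripts with at least 5 fragments in total RNA, a filter chosen after seeing the data, the mean ratio was 36.5 over 215 transcripts in MF and 22.6 over 111 in adult males.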

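FPKM is relative to the reads mapped to wBm, and the summed FPKM of a library is not fixed. It was 594268 in MF total RNA, 2758430 in MF capped RNA, 528022 in adult male total RNA and 1193999 in adult male capped RNA. With the libraries rescaled to the same summed FPKM, which divides every MF ratio by 4.64 and every adult male ratio by 2.26, the mean ratio was 8.69 in MF and 11.4 in adult males. With the libraries rescaled to the same summed FPKM without rRNA and tRNA, which divides the ratios by 46.9 and 12.1, the mean was 0.861 in MF and 2.14 in adult males. This rescaling fixes the FPKM-weighted mean ratio of these transcripts at 1, but not the unweighted mean. Multiplied by the fold in the share of reads mapped to wBm, from the paper's read numbers, it was 192 in MF and 99.9 in adult males.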

Interestingly, some tRNAs transcripts were enriched by Cappable-seq (S2 and S3 Tables). It is unclear exactly why some *Wolbachia* tRNAs may be enriched by Cappable-seq while others are depleted. Furthermore, a number of pseudogenes were also enriched by Cappable-seq (S2 and S3 Tables). However, widespread expression of *Wolbachia* pseudogenes was previously noted in *Wolbachia* from *Onchocerca ochengi* [9], and importantly, transcript expression does not verify a functional gene product.

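In MF, 26 of the 34 tRNAs had a higher FPKM in capped RNA, and 23 of these were listed at 0 in total RNA. In adult males 17 were higher, each listed at 0 in total RNA, and 14 were listed at 0 in both libraries. With the libraries rescaled to the same summed FPKM without rRNA and tRNA, 23 tRNAs were higher in MF and 17 in adult males. The highest tRNA ratio in MF was that of tRNA-Ser (Wbm7018, positions 760371 to 760460), with 1784 FPKM from 1.00 fragment in total RNA and 45378 FPKM from 120.0 fragments in capped RNA, a ratio of 25.4 (interval 4.48 to 1013). Over the tRNAs detected in both libraries, the median ratio was 0.850 for 8 tRNAs in MF, 5 of them lower in capped RNA, and 0.268 for 2 tRNAs in adult males, both lower. The median change of all 34 tRNAs on the log2 scale, which rests on a pseudocount of 1 for those listed at 0 in total RNA, was 9.36 in MF and 4.67 in adult males. It lay at percentile 100 of 10000 random lists of the same size matched on mean FPKM in MF and at percentile 83.6 in adult males, which describes these libraries only.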

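A lower FPKM in capped RNA was found for 8 tRNAs in MF and 3 in adult males, and 3 and 1 of these were listed at 0 in capped RNA. The lowest ratio in MF was that of tRNA-Thr (Wbm7019, positions 767034 to 767106) at 0.109 (interval 0.00138 to 8.52), from 1.00 fragment in each library. In adult males tRNA-Asp (Wbm7034, 1075386 to 1075459) had a ratio of 0.226 (0.0181 to 11.9) and tRNA-Leu (Wbm7031, 953875 to 953959) a ratio of 0.309 (0.0617 to 2.99), so that a depletion was not detectable at this depth for tRNA-Thr in MF or for tRNA-Asp and tRNA-Leu in adult males. The median FPKM that 1 fragment added on a tRNA in total RNA was 3542 in MF and 6389 in adult males, against 5.31 and 5.96 on transcripts of at least 300 nt. Of the tRNAs found in MF total RNA alone, the highest FPKM was that of tRNA-Met (Wbm7015, 656195 to 656267) at 6880, from 1.30 fragments, and this tRNA overlaps a neighbour by 1 nt. Next were tRNA-Asn (Wbm7011, 517358 to 517429) at 3692, from 1.00 fragment, and tRNA-Gln (Wbm7032, 1006937 to 1007008) at 3625, from 0.500 fragments. Here tRNA-Gln overlaps a neighbour by 10 nt and tRNA-Asn overlaps none.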

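Of the 98 pseudogenes, 97 in MF and 93 in adult males had a higher FPKM in capped RNA and 0 had a lower one, while relative to the summed FPKM without rRNA and tRNA 61 were higher and 36 lower in MF, and 74 were higher and 19 lower in adult males. Capped RNA alone detected 47 pseudogenes in MF and 56 in adult males. For those detected in both libraries, the median ratio was 25.2 over 50 pseudogenes in MF and 11.1 over 37 in adult males, with at most 3 fragments in total RNA behind 41 and 35. The highest ratio in MF was that of a Fic domain pseudogene (Wbm5004, positions 15498 to 16235) at 192 (interval 65.5 to 929.8), and in adult males that of a DNA invertase pseudogene (Wbm5042, 474159 to 475232) at 132 (23.6 to 5206). The lowest ratios were 1.13 (0.462 to 3.59) for a cardiolipin synthase family pseudogene in MF (Wbm5012, 122562 to 122807) and 1.67 (0.259 to 70.0) for Wbm5081 (874796 to 875206) in adult males, and neither interval excludes a ratio of 1. The list of pseudogenes had a median log2 change of 5.82 in MF and 5.19 in adult males, at percentiles 100 and 99.99 of the matched random lists. These medians rest partly on the pseudocount, because of the pseudogenes listed at 0 in total RNA, and the median ratios where both libraries have a value lay close to that of all transcripts in MF and below it in adult males.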

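A lower FPKM in capped RNA than in total RNA was found for 25 transcripts in MF and 30 in adult males, and 12 of these were lower in both stages. Of the transcripts found in total RNA alone, 15 of 16 in MF and 13 of 17 in adult males overlap a neighbouring transcript. In adult males the highest FPKM among them was that of the hypothetical protein Wbm0693 (positions 899021 to 899299), with 52626 FPKM from 1592 fragments in total RNA. It was listed at 0 in adult male capped RNA, where it is also the 1 transcript that Cufflinks marked as having too much data to estimate. In MF, Wbm0693 had a ratio of 6.40 (interval 5.69 to 7.22). The ribosomal protein gene rplS (300652 to 301029), which overlaps a neighbour by 17 nt, was listed at 0 in the capped RNA of both stages, with 2.08 fragments in MF total RNA and 3.73 in adult male total RNA.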

Some *Wolbachia* transcripts were actually depleted by using Cappable-seq, but this is not unexpected. For example, ribosomal RNA is rapidly processed in the cell and therefore would not be a substrate for the vaccinia capping enzyme. Application of Cappable-seq to *E*.*coli* RNA reduced the number of reads that mapped to rRNA from 85% to just 3% [14]. In the adult male sample, we see complete depletion (0 FPKM) for all three *Wolbachia* ribosomal RNA transcripts, while in the MF sample, we observe a 79% depletion of the *Wolbachia* 23S rRNA gene, a 32% depletion of the *Wolbachia* 5S rRNA gene and a 76% depletion of the *Wolbachia* 16S rRNA gene (S3 Table). Additionally, there is widespread lateral gene transfer (LGT) from *Wolbachia* to its eukaryotic hosts, including *B*. *malayi*, and LGT transcription from these host genomes is known [22,23]. 

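In MF, the FPKM of 23S rRNA (positions 899547 to 902342) was 197753 in total RNA and 41931 in capped RNA and fell by 78.8% (interval 78.7 to 78.9). That of 16S rRNA (634569 to 636083) went from 223858 to 54533 and fell by 75.6% (75.5 to 75.8). That of 5S rRNA (899374 to 899498) went from 58876 to 40278 and fell by 31.6% (16.3 to 43.7). In adult male capped RNA the deposited FPKM were 44938 for 23S, 58205 for 16S and 8478 for 5S rRNA. Compared with 183277, 235787 and 15401 in total RNA, they fell by 75.5% (75.3 to 75.6), 75.3% (75.1 to 75.5) and 45.0% (10.3 to 64.8). The direction depended on the scaling. With each FPKM multiplied by the share of reads mapped to wBm, from the paper's read numbers, the percent fall in MF was -1.03 for 23S, -16.1 for 16S and -226 for 5S rRNA, where a negative fall is a rise on this scale. In adult males it was 5.37, 4.73 and -112.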

If these transcripts were the product of eukaryotic pol II, they would bear a 5´ m^7^G cap and also be depleted by Cappable-seq.

A number of metabolic relationships potentially responsible for the mutualism between *B*. *malayi* and *Wolbachia* have been proposed based on the genomes of the two organisms [8,24,25]. Filarial nematodes, such as *B*. *malayi*, lack genes required for *de novo* synthesis of purines, pyrimidines and other cofactors (heme and riboflavin), while these pathways are complete and likely functional within their *Wolbachia* endosymbiont [8]. Moreover, given the essentiality of *Wolbachia* for nematode survival, targeting of these essential *Wolbachia* pathways may have detrimental effects on their parasitic nematode hosts. Unfortunately, transcriptomic analysis of these essential *Wolbachia*-specific, potentially therapeutic pathways, is often hindered by sequencing total RNA due to low transcript coverage of one or more genes in the pathway. 

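The paper's text does not list its pathway genes, so 46 genes were chosen from the annotations of the S2 Table, 18 for purine, 15 for pyrimidine, 7 for heme and 6 for riboflavin synthesis. In MF, 45 of them had a higher FPKM in capped RNA, and in adult males 44. Relative to the summed FPKM without rRNA and tRNA, 16 and 37 were higher, the latter with the adult male factor that Wbm0693 lowers. The gene for the riboflavin synthase beta-chain (ribH, positions 244390 to 244818) was listed at 0 in each of the 4 libraries and overlaps its neighbours by 23 nt. The alternative thymidylate synthase gene thyX (970105 to 970974) had a ratio of 7.15 (interval 1.25 to 285) in MF and 0.998 (0.244 to 8.78) in adult males, from 1.00 and 1.99 fragments in total RNA, so that no difference between the stages was detectable at this depth. Among the genes detected in both libraries, the highest ratio in MF was that of purK (Wbm0041, 52604 to 53677) at 149 (26.6 to 5870.5) and in adult males that of purD (Wbm0465, 606499 to 607770) at 144 (25.9 to 5702). The lowest in MF was that of pyrE (1047828 to 1048433) at 2.19 (0.574 to 18.6). The median log2 change of the list was 4.70 in MF and 4.68 in adult males, at percentiles 22.6 and 52.7 of the matched random lists. A pseudocount of 1 enters for genes listed at 0 in total RNA, among them 6 in MF and 17 in adult males that capped RNA detected. The matching used a mean that includes the capped FPKM, so the percentiles cannot decide whether the enrichment of the list stands apart.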

Although gene expression alone does not confirm translation or gene functionality, transcript coverage of nearly every gene in the purine, pyrimidine, heme and riboflavin biosynthesis pathways was enriched using Cappable-seq. Importantly, transcripts for over one third (17/45) of the *Wolbachia* genes in these pathways were undetectable in *B*. *malayi* adult male total RNA, but were detected using Cappable-seq. 

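Of the 46 genes, 17 were listed at 0 in adult male total RNA and detected in capped RNA, 4 of them for purine, 7 for pyrimidine, 3 for heme and 3 for riboflavin synthesis. In MF these were 6 genes. A median of 301 fragments lay behind the adult male capped values of the list. With a lower bound of the FPKM above 0 required, 38 genes in adult males and 29 in MF were found in capped RNA alone.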

Godel *et al*. [26] suggested a number of *D*. *immitis Wolbachia* genes that may be suitable drug targets. Specific targets that have been suggested include proteins involved in nucleic acid synthesis (DnaB), enzymes involved in fatty acid synthesis (FabZ) [26], and the previously identified *Wolbachia* target, FtsZ, a cell division protein [27]. Of these targets, DnaB and FtsZ were enriched (~21-23-fold and ~12-27-fold, respectively) and FabZ went from undetectable in total RNA to detected in capped RNA. 

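DnaB (Wbm0299, positions 394471 to 395922) had an FPKM of 9.49 in MF total RNA and 219.8 in MF capped RNA, a ratio of 23.1 (interval 7.89 to 112). In adult males it had 4.01 and 78.7, a ratio of 19.6 (3.49 to 778) that rests on 1.00 fragment in total RNA. FtsZ (Wbm0602, 787556 to 788746) had a ratio of 27.8 (16.3 to 52.3) in MF, from 13.0 fragments in total RNA, and 40.3 (13.8 to 196) in adult males, from 3.00 fragments. The intervals of the stages overlap for both genes. FabZ (fabZ, 72664 to 73104) was listed at 0 in the total RNA of both stages. Its capped FPKM was 14.5 from 11.0 fragments in MF and 19.7 from 18.0 fragments in adult males. Relative to the summed FPKM without rRNA and tRNA, the ratios of DnaB and FtsZ were 0.494 and 0.593 in MF. In adult males they were 1.62 and 3.33, with the factor that Wbm0693 lowers. Within a stage, the ratios of all transcripts are divided by the same factor there, so this does not measure enrichment over total RNA.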

Transcripts for other proposed *Wolbachia*-specific drug targets including pyruvate phosphate dikinase (PPDK) [28] and cofactor-independent phosphoglycerate mutase (iPGM) [29] were also enriched (3 to 28-fold). Thus, Cappable-seq can be used to gather more meaningful information on the expression of these pathways and potential *Wolbachia* targets in the host-endosymbiont interaction.

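PPDK (Wbm0209, positions 276356 to 279025), which overlaps a neighbour by 1 nt, had a ratio of 19.0 (interval 9.98 to 41.7) in MF, from 9.09 fragments in total RNA, and 13.3 (3.66 to 110.4) in adult males, from 2.08 fragments. The gene annotated as phosphoglyceromutase (iPGM, Wbm0403, 515831 to 517336) had a ratio of 28.0 (12.9 to 76.4) in MF, from 6.00 fragments, and 13.7 (6.94 to 31.8) in adult males, from 8.00 fragments. Relative to the summed FPKM without rRNA and tRNA, the ratios of PPDK and iPGM were 0.406 and 0.598 in MF. In adult males they were 1.10 and 1.13, with the factor that Wbm0693 lowers.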

### Conclusions

We have used a modified Cappable-seq protocol to enrich *Wolbachia* transcripts from microfilarial and adult male *B*. *malayi* total RNA. We selected these different life-cycle stages since adult males typically represent a small sample size with a low level of *Wolbachia* transcription compared to the larger MF samples that have also much higher endosymbiont transcriptional activity [10]. Using these samples, we obtained a ~4 to 5-fold enrichment of *Wolbachia* transcripts, corresponding to an average 10 to 40-fold enrichment in *Wolbachia* transcripts that were detected both before and after Cappable-seq. We also observed significant depletion of *Wolbachia* rRNA transcripts following Cappable-seq. 

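The share of the covered wBm bases that lay in rRNA, computed from the mean read depth and length of each transcript, was 97.0% in MF total RNA and 19.2% in MF capped RNA. In adult males it was 96.8% and 35.7%. The share in tRNAs was 0.569% in MF total RNA, 4.54% in MF capped RNA, 0.165% in adult male total RNA and 2.19% in adult male capped RNA. Pseudogenes held 0.0726%, 3.36%, 0.0483% and 2.60% of the bases in the same order of libraries.

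**Figure D2:**
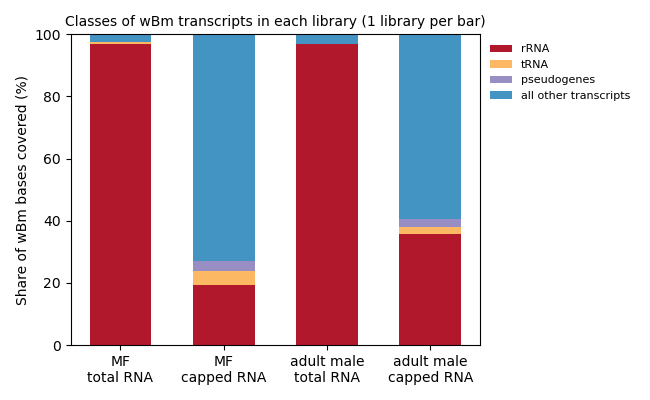
Share of covered wBm bases (vertical axis, %) in rRNA, tRNAs, pseudogenes and all other transcripts, with 1 bar for each of the 4 libraries. The other transcripts hold 2.34% of the bases in MF total RNA and 72.9% in MF capped RNA, and 3.02% and 59.6% in adult males.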

The levels of enrichment of *Wolbachia* transcripts from MF and adult males were thus broadly similar despite a nearly 20-fold difference in the amount of total RNA used for Cappable-seq. 

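The RNA used for capping differed 16.7-fold between the stages. Over the 447 transcripts detected in all 4 libraries, Spearman's rho of the MF ratio with the adult male ratio was 0.664. It was 0.807 over the 97 with at least 5 fragments in both total RNA libraries. These correlations are across transcripts, which are not independent replicates. The ratio was higher in MF for 326 of the 447, with a median MF ratio over adult male ratio of 1.60. This order depends on the scaling. With the libraries rescaled to the same summed FPKM, the mean ratio was lower in MF than in adult males. It was also lower in MF with rRNA and tRNA left out of the sum. The adult male factor of that rescaling is lowered by Wbm0693, which Cufflinks marked in adult male capped RNA as having too much data to estimate. The rescaling without rRNA and tRNA therefore cannot decide the order. Capped RNA had the higher FPKM in both stages for 831 of the 940 transcripts, and 21 went in opposite directions. From the enrichment reached in both stages, the paper concludes that its level was broadly similar despite the difference in the amount of RNA.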

The levels of *Wolbachia* transcript enrichment obtained by Cappable-seq surpass those obtained by alternative strategies that use combined rRNA and polyA depletion approaches [13]. Our use of the technology to enrich *Wolbachia* endosymbiont transcripts from a large background of host nematode RNA allows deeper sequencing of the *Wolbachia* transcriptome with reduced sequencing effort and cost. With further optimization of parameters, we anticipate that even greater levels of enrichment might be realized. This method should prove applicable to other mixed RNA transcript samples that contain relatively few uncapped prokaryotic endosymbiont or pathogen RNAs in a pool of multitudinous capped eukaryotic RNAs and allow for more robust differential expression analysis of prokaryotic transcripts.

## Supporting information

S1 Table Downsampling to 10 million sequencing reads does not effect the percentage of read mapping to *Wolbachia* from *B*. *malayi* (*w*Bm). (DOCX) Click here for additional data file.

S2 Table *Wolbachia* Transcript Quantitation from Capped and Total RNA from Adult Male *B*. *malayi*. (XLSX) Click here for additional data file.

S3 Table *Wolbachia* Transcript Quantitation from Capped and Total RNA from *B*. *malayi* Microfilariae. (XLSX) Click here for additional data file.

# Supplementary material for: Removing the needle from the haystack: Enrichment of Wolbachia endosymbiont transcripts from host nematode RNA by Cappable-seq™
**Source:** PLoS One. 2017 Mar 14;12(3):e0173186. doi: 10.1371/journal.pone.0173186
**Supplement:** S1 Table

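The table counts the reads of each library and those that mapped to wBm, for the full libraries and after the downsampling of each to 10000000 reads. How the reads were chosen is not stated in the table. Wilson 95% intervals were computed from the paper's counts and are narrow because of the number of reads. For MF capped RNA the share mapped to wBm was 7.55% (7.55 to 7.56) in the full library and 7.86% (7.84 to 7.88) after downsampling. For adult male capped RNA it was 4.93% (4.92 to 4.94) and 5.68% (5.66 to 5.69). In both capped libraries the intervals do not overlap, so counting error alone does not account for the higher share after downsampling. The total RNA shares were 1.59% (1.58 to 1.59) and 1.60% (1.59 to 1.61) for MF, and 1.28% (1.27 to 1.28) and 1.29% (1.28 to 1.30) for adult males.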

Table S1: Downsampling to 10 million sequencing reads does not effect the percentage of read mapping to *Wolbachia* from *B. malayi* (*w*Bm).

| **RNA** | **Reads (Total)** | **Reads Mapped to *w*Bm** | ***w*Bm % Total Reads** | **Fold Increase in % Reads Mapping to *w*Bm (vs. total RNA)** |
| --- | --- | --- | --- | --- |
| Microfilarial Total | 18,381,038 | 291,425 | 1.6% | - |
| Microfilarial Capped | 46,196,181 | 3,489,630 | 7.6% | 4.8 |
| Downsampled to  10 million reads |  |  |  |  |
| Microfilarial Total | 10,000,000 | 160,215 | 1.6% | - |
| Microfilarial Capped | 10,000,000 | 786,079 | 7.9% | 4.9 |
|  |  |  |  |  |
| Adult Male Total | 16,938,674 | 216,409 | 1.3% | - |
| Adult Male Capped | 39,313,992 | 1,938,538 | 4.9% | 3.8 |
| Downsampled to  10 million reads |  |  |  |  |
| Adult Male Total | 10,000,000 | 129,118 | 1.3% | - |
| Adult Male Capped | 10,000,000 | 567,788 | 5.7% | 4.4 |

How the deposited data were processed for this re-analysis (not part of the article)

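RNA from B. malayi MF and adult males was sequenced before (total RNA) and after Cappable-seq (capped RNA), with 1 library per condition and 4 libraries in all. The uncapped libraries that the paper describes were not used here, nor were reads or alignments. The authors trimmed the reads with Sickle, mapped them to the wBm genome with Bowtie2 and quantified the 940 annotated transcripts with Cufflinks. The deposited FPKM are per kilobase of transcript, by Cufflinks' effective length, and relative to the number of reads mapped to wBm, with the bounds of a 95% interval. The deposited coverage is the authors' mean read depth over a transcript and is not scaled for library size. Positions were taken as the tables give them, on the wBm genome version that the paper names. The tables give no strand, so overlap with a neighbour was counted on either strand, and 182 of the 940 transcripts overlap another. Locus names were paired with annotations through the S2 and S3 Tables. In both columns of the S3 Table, and in the total RNA column of the S2 Table, 940 of 940 FPKM equal the deposited ones.

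The FPKM were compared as deposited, without further normalization. A transcript was detected with an FPKM above 0 and was enriched when its capped FPKM was above its total FPKM. Mean ratios were taken over transcripts with an FPKM above 0 in both libraries, as in the S2 and S3 Tables. No fold was computed against a value listed at 0, except with a pseudocount in the alternatives over all transcripts and in the median changes of the gene lists. The number of fragments behind a value was computed from the FPKM and its upper bound. Together with the FPKM and the length, these fragments give a number of mapped reads of 0.875 (MF total RNA), 0.792 (MF capped RNA), 0.961 (adult male total RNA) and 1.21 (adult male capped RNA) times the paper's number of reads mapped to wBm, a comparison made over longer transcripts. For single transcripts the fragments can be far from read numbers. Compared with the reads that the mean read depth and length imply, they lay within 2 times the library's median proportion for 580 of 649 detected transcripts in MF total RNA, 714 of 909 in MF capped RNA, 495 of 544 in adult male total RNA and 704 of 852 in adult male capped RNA. In MF capped RNA, Wbm0693 has 257085 fragments behind 56788 FPKM and NusB has 2220 behind 55648 FPKM, so the intervals of such transcripts are approximate. Transcripts that share reads have fragments that are not whole, and these were rounded for the exact intervals. Reads without molecular identifiers are not independent molecules, so all intervals cover counting error only. Thinning multiplied the fragments of the capped library by the paper's ratio of reads mapped to wBm and summed the probability of at least 1 fragment. Shares have Wilson intervals, taken over transcripts. With 1 library per condition, no p-value was computed across transcripts. The gene lists were placed among 10000 random lists of the same size, matched on deciles of mean FPKM over the 2 libraries of the stage and drawn without the list's members. That mean includes the capped FPKM, so the match is not independent of the change being compared.

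The transcripts named in the text are those the paper names, and in each stage the 3 with the largest capped/total ratio, the 3 with the highest capped FPKM, the 3 with the highest total FPKM and the 3 with the highest FPKM among those found in total RNA alone. Of the tRNAs, pseudogenes and pathway genes, the text names those with the highest and the lowest ratio, and pathway genes that were not enriched. The 46 pathway genes were chosen from the annotations of the S2 Table.

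Without replicates, an alternative was counted as leaving a count, a mean or a ratio unchanged when the value stayed within 1.5 times the reported one. Falls of rRNA were compared in the same way on the FPKM that remained. A share was unchanged when it stayed within the Wilson interval of the reported share, and Spearman's rho when it stayed within 0.1. A value was counted as reversed when it changed direction, and a share when it crossed 50%, which was set after the values were seen. The alternatives were other detection limits (an FPKM of at least 1, or a lower bound above 0), a minimum FPKM of 10 in total RNA, transcripts of at least 300 nt, transcripts without rRNA and tRNA, transcripts with a status of OK, medians and geometric means, pseudocounts of 1 and 0.1, a 2-fold limit, other sets of transcripts as the base of a share, 2 rescalings of the libraries, multiplication by the share of reads mapped to wBm, and the FPKM of the S2 and S3 Tables. Thinning and the minimum of 5 fragments were added after the data were seen.

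The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data. The number of fragments was recovered within 0.05 for 469 of 469 simulated low values. Thinning gave 198 expected transcripts of 940 where the draws kept 205 on average. Exact intervals held the true ratio in 973 of 1000 draws, and 98 of 100 unshifted random lists fell inside the central 95%.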

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

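All tests in this part were chosen only after the result was seen, and with 1 library per condition no difference between the stages was set against replicate error.

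The transcription termination factor NusB (Wbm0190), which the paper does not discuss, had the largest capped/total ratio in MF, 729 (interval 334 to 1988), and a ratio of 361 (64.6 to 14255) in adult males, among the 3 largest there. Its total RNA values rest on 5.93 and 1.30 fragments. In adult males the lower end of the interval, 64.6, lies above the median ratio of 15.1. NusB was flagged for a ratio among the 3 largest in both stages, so this interval is not independent of the choice. The test therefore cannot decide whether counting error is the whole reason for the high ratio. The size of the ratio stays imprecise. NusB overlaps ribH, and ribH is listed at 0 in each of the 4 libraries, total RNA included. Reads of ribH given to NusB would therefore enter both values of the ratio, and their effect and that of a true absence of ribH cannot be told apart, because the tables hold no read positions. The ratio was high in both stages, so the design gives no stage to explain it and no biological explanation was tested.

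Of the 21 transcripts that went in opposite directions in the stages, the hypothetical protein Wbm0693 had the most fragments among those named, with a ratio of 6.40 in MF and 0 in adult males, where it is listed at 0 in capped RNA. The explanation tested was its status there. In adult male capped RNA, 1 transcript has a status other than OK, and it is Wbm0693, marked as having too much data, so a failed estimate is a candidate explanation of the 0. A biological difference between the stages was not tested.

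The tRNA-Leu gene Wbm7031 was listed at 0 in MF total RNA with 4614 FPKM in MF capped RNA, and in adult males it had a ratio of 0.309 that rests on 1.99 fragments in total RNA. The interval of the adult male ratio reaches up to 2.99 and includes 1, so counting error may account for the opposite directions. A difference between the stages stays open and was not tested.

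The thymidylate synthase gene thyX had a ratio of 7.15 in MF and 0.998 in adult males. The upper end of the adult male interval, 8.78, lies below the median ratio of 15.1, but thyX was chosen for its low ratio in the same libraries, so counting error and a ratio below that median cannot be told apart. The MF interval begins at 1.25, below 8.78, so counting error may also account for the difference between the stages. This comparison of the intervals was set after the comparison with the median had been seen. A biological difference between the stages stays open and was not tested.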

How the results depend on the processing

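The alternatives of this part, except 6 that thin the capped library or require 5 fragments in total RNA, were set before the data were examined, and those 6 were chosen after seeing the data. Of 191 recomputed values over 41 results, 104 stayed unchanged, and no added alternative moved a result. Results that did not keep their value or direction are given here by alternative. Where an alternative rescales every value of a library by the same factor, or replaces a mean with a median, its construction shows why the value moved. Equal sums of FPKM without rRNA and tRNA fix the FPKM-weighted mean ratio of these transcripts at 1, so the reversals under that rescaling set a transcript against the others and do not bear on the direction of the enrichment over total RNA. For the others the cause was not tested.

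With a lower bound of the FPKM above 0, detection in total RNA moved to 223 transcripts in MF and 116 in adult males, transcripts found in capped RNA alone to 675 and 727, and pathway genes found in capped RNA alone to 29 and 38. Whether the depth of total RNA limits these counts was not tested. Over transcripts of at least 300 nt, 158 were found in capped RNA alone in MF, the fold in mean FPKM was 2.07 in MF and 1.07 in adult males, and the share enriched in adult males was 94.8%. This set keeps 16S and 23S rRNA. The fold in the median FPKM was 34.6 and 24.1, and the fold in mean FPKM without rRNA and tRNA 46.9 and 12.1. The 12.1 is lowered by Wbm0693, listed at 0 in adult male capped RNA.

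The mean ratio moved to 24.6 in MF and 15.1 in adult males as a median, to 22.2 and 13.1 as a geometric mean, to 802 and 334 with a pseudocount of 1 over all transcripts, to 7797 and 3221 with a pseudocount of 0.1, and to 192 and 99.9 when multiplied by the fold in the share of reads mapped to wBm. With a pseudocount of 1, Spearman's rho between the stages was 0.358. The share enriched was 98.6% in MF and 97.5% in adult males over transcripts detected in both libraries, and 97.3% and 96.5% over those detected in either. With a 2-fold limit, 5 tRNAs were depleted in MF.

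With the libraries rescaled to the same summed FPKM, the mean ratio was 8.69 in MF and 11.4 in adult males, the share enriched 91.0% and 86.1%, the number of depleted pseudogenes 6 and 3, and the falls of 23S, 16S and 5S rRNA 95.4%, 94.8% and 85.3% in MF and 89.2%, 89.1% and 75.7% in adult males. With the libraries rescaled to the same summed FPKM without rRNA and tRNA, the mean ratio reversed to 0.861 in MF and moved to 2.14 in adult males, and the share enriched reversed to 45.9% in MF and moved to 66.0% in adult males. The adult male factor of this rescaling is lowered by Wbm0693, listed at 0 in adult male capped RNA, which raises the adult male ratios. Under that scaling 61 pseudogenes were enriched in MF, 36 were depleted in MF and 19 in adult males, 16 pathway genes were enriched in MF, and the falls were 99.5%, 99.5% and 98.5% in MF and 98.0%, 98.0% and 95.5% in adult males. The MF ratios of DnaB (0.494), FtsZ (0.593), PPDK (0.406) and iPGM (0.598) reversed. With FPKM multiplied by the share of reads mapped to wBm, the percent falls of 23S, 16S and 5S rRNA reversed to -1.03, -16.1 and -226 in MF. In adult males they moved to 5.37 and 4.73 and reversed to -112.

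With the FPKM of the S2 and S3 Tables, no MF result moved. In adult males 26 transcripts were found in total RNA alone, the mean ratio was 9.56, the share enriched 83.9%, 7 pseudogenes were depleted, and the falls were 100%, 100% and 100%. Over all alternatives, 14 other ratios of single drug targets moved without a change of direction. No paired test over the libraries was run. The total and capped libraries form 1 pair per stage, so such a test could not separate a stage difference from replicate error.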

Differences from the paper's values

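No test in this part was chosen only after the result was seen.

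The mean capped/total ratio in adult males was 25.9 from the deposited tables against the paper's 10. Of the alternatives set before the data were examined, the geometric mean (13.1), the libraries rescaled to the same summed FPKM (11.4) and the FPKM of the S2 Table (9.56) came within 1.5 times the paper's value, and the median (15.1), transcripts without rRNA and tRNA (26.1), transcripts of at least 300 nt (24.1), a minimum FPKM of 10 in total RNA (28.7), pseudocounts of 1 (334) and 0.1 (3221), a rescaling to the same summed FPKM without rRNA and tRNA (2.14) and multiplication by the share of reads mapped to wBm (99.9) did not.

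In adult males the ratio of FtsZ was 40.3 against 12.2 in the paper's S2 Table. The S2 Table's FPKM gave 12.2 by construction, since the compared value comes from them. A rescaling to the same summed FPKM (17.8) came within 1.5 times that value, which does not show how it arose. A pseudocount of 1 (37.8) and a rescaling to the same summed FPKM without rRNA and tRNA (3.33) did not. The ratio of iPGM was 13.7 against 3.65 in the paper's S2 Table. Here too the S2 Table's FPKM give the compared value by construction. The other alternatives set before the data were examined did not close this gap. They were a pseudocount of 1 (13.3), a rescaling to the same summed FPKM (6.07) and that rescaling without rRNA and tRNA (1.13).

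In adult males 17 transcripts were found in total RNA alone against 26 in the paper's S2 Table, and an FPKM of at least 1 also gave 17. The S2 Table's FPKM give the 26 by construction.

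The deposited adult male capped FPKM were 44938 for 23S, 58205 for 16S and 8478 for 5S rRNA, against 0 for each in the paper's S2 Table. The falls were therefore 75.5%, 75.3% and 45.0% against the paper's 100%. The S2 Table's FPKM give the 100% by construction. These gaps were not closed by a rescaling to the same summed FPKM (89.2%, 89.1% and 75.7%). That rescaling without rRNA and tRNA (98.0%, 98.0% and 95.5%) did not close them. Multiplication by the share of reads mapped to wBm (percent falls of 5.37, 4.73 and -112) did not either.

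The legend of Fig 3 puts the enriched share in adult males above 95%, while that of Fig 1 puts it above 88%. The deposited tables gave 89.3% over all 940 transcripts. The share lay above 95% over transcripts detected in both libraries (97.5%) and over those detected in either (96.5%). It lay below 95% in the other alternatives, with 94.8% over transcripts of at least 300 nt.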

Other observations

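Except for the tests of the fragment ratio against transcript length, every test in this part was chosen only after the result was seen.

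The capped FPKM of adult males in the S2 Table differ from the deposited ones, while its total RNA FPKM equal them for all 940 transcripts. Both capped columns hold 852 values above 0. Of the S2 values, 842 occur in the deposited column, 1 of them on its own transcript, and 10 occur nowhere in it. A second quantification of the same reads would have changed most values, which the 842 shared values argue against. The deposited column follows the MF capped column with a Spearman's rho of 0.813, against 0.311 for the S2 column, which argues against misplaced values in the deposited table. A candidate explanation of the shared values is that values of the deposited column were placed on other transcripts in the S2 Table. It does not cover the 10 values that occur nowhere in that column. How values came to be placed on other transcripts was not tested, and no biological explanation was tested.

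The higher number of transcripts detected in capped RNA was tested against the number of reads. Thinned to the reads of total RNA, the capped library would detect 875 transcripts in MF and 819 in adult males, above the 649 and 544 of total RNA, which argues against the number of wBm reads as the whole reason. The ratios were also tested against a removal of rRNA with the other wBm RNA unchanged, since FPKM are relative to the reads mapped to wBm. From the share of bases in rRNA and the paper's read numbers, rRNA held 1.54% of all reads in MF total RNA and 1.45% in MF capped RNA, a fold of 0.945. In adult males it held 1.24% and 1.76%, a fold of 1.42. The other wBm transcripts rose from 0.0473% to 6.10% in MF and from 0.0413% to 3.17% in adult males. FPKM multiplied by the share of reads mapped to wBm gave the opposite direction for 23S and 16S rRNA in both stages, with percent falls of -1.03 and -16.1 in MF and 5.37 and 4.73 in adult males, so the direction of the small change in rRNA is not settled. Neither measure shows the large fall that a removal of rRNA with host RNA unchanged would need, which argues against that as the reason for the ratios. A removal of rRNA together with host RNA need not lower these shares, so the test cannot exclude it. Among covered wBm bases, rRNA fell from 97.0% to 19.2% in MF and from 96.8% to 35.7% in adult males. These shares are relative to all reads, host RNA included, and amounts of RNA were not measured. Which property of the transcripts sets the enrichment was not tested.

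Of the transcripts listed at 0 in capped RNA, 87.1% in MF and 43.2% in adult males overlap a neighbour, against 17.1% and 16.9% of those detected. Of the transcripts found in total RNA alone, 15 of 16 and 13 of 17 do. The division of reads between overlapping transcripts may therefore account for part of these values. The same does not hold for the transcripts listed at 0 in total RNA, of which 18.2% and 19.7% overlap a neighbour, against 19.9% and 19.1% of those detected. No biological explanation was tested.

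In total RNA a tRNA detected by 1 fragment has a high FPKM. The median FPKM per fragment on a tRNA was 3542 in MF and 6389 in adult males, against 5.31 and 5.96 on transcripts of at least 300 nt, so the short effective length of tRNAs may account for their high total RNA values. A difference between tRNAs in their 5´ ends stays open and was not tested.

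The capped/total ratio was lower for longer transcripts. Across transcripts with 5 or more fragments in total RNA after rounding, Spearman's rho of length with the FPKM ratio was -0.341 in MF (221 transcripts) and -0.420 in adult males (112 transcripts), and -0.0745 and -0.0981 over all transcripts detected in both libraries. The ratio of fragments, which has no length term, gave -0.265 and -0.324, which argues against the length term of FPKM as the whole reason. The trend was found across transcripts of single libraries, which are not independent replicates, and its other possible explanations were not tested.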
